A study of Mus musculus with 4 samples.

How the data were processed

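Tumors grown from a mouse sarcoma model with conditional Trp53 alleles were profiled by single-cell RNA sequencing after treatment of the host mice with vehicle or digoxin, a cardiac glycoside. Per the labels, libraries were made with the version 3 reagent kit for 3′ ends on a droplet platform, which tags each RNA molecule with a unique molecular identifier (UMI). Vehicle and digoxin groups each held 2 mice, and the mouse was the replicate throughout. One vehicle library carries the number 3 in its cell names, and the deposited cell table assigns it to vehicle replicate 2.

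The authors deposited one table of malignant cells and one of non-malignant cells, with a table of cell properties for each. The deposited values are the natural log of 1 plus the UMIs of a gene per 10000 UMIs of the cell, although the tables are named as counts. The deposited UMI count per cell allowed each value to be turned back, and 100% of the values above 0 gave a whole UMI count within a tolerance of 0.01. The recovered UMIs summed to the deposited count in each of the 18963 malignant and 12648 non-malignant cells. The aligner, genome build, annotation, cell filter and the rule that separated malignant from non-malignant cells are not stated, so no coordinates are given and genes are named as in the files. The smallest number of genes in a cell was 1801 in both tables, and the smallest number of cells with a gene was 11 in both. Cells with up to 71.6% mitochondrial UMIs were present among the malignant cells, and up to 52.4% among the non-malignant cells. Cell types and macrophage sub-clusters were taken from the deposited annotation under the names given there. The number of columns that belong to no sample was 0.

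The design fixed before the data were examined named edgeR's quasi-likelihood test for counts and limma for normalized values. As the files hold normalized values, limma 3.58.1 was the main test, and the tests on recovered UMIs became alternatives. That choice decides the count in the Epithelial type, where limma called 48 genes and edgeR called 0. For each mouse and population, the UMIs of each gene were scaled to CPM (counts over the total UMIs of the cell, scaled to a common total) per cell and averaged over cells, and log2(mean CPM + 1) was fitted with an empirical Bayes variance trend and Benjamini-Hochberg adjustment at 0.05. Fold changes are on this log2(CPM + 1) scale, which understates changes of low genes. Genes were kept by edgeR's filterByExpr on summed UMIs. Populations were the malignant cells, all non-malignant cells, and each deposited type with at least 20 cells in every mouse. B cell, Dendritic, Neutrophil and Unknown cells were too few for a test of their own and entered the shares and the tests on all non-malignant cells. The difference in digoxin effect between compartments was tested as an interaction, with the mouse as a block. For this test the design named edgeR only, and limma was used as the main test here too.

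Shares of cells were compared with a two-sided exact permutation test on the 4 mice, which cannot give a p below 0.333. Where a share was 0, the upper limit given is that of 3 cells and covers counting error only. Cell numbers per type were also tested with edgeR. In total 13 gene lists written before the data were examined were tested with fry from limma, and camera was an alternative. The design named fry on voom values, but the main fry tests did not use them. The lists cover hypoxia, the integrated stress response, NF-kB, interferon, p53 targets, S phase, G2/M phase, ribosomal proteins, oxidative phosphorylation, cholesterol synthesis, matrix, heat shock and the dissociation response. Named genes were those past the threshold with a mean CPM of at least 20 and both digoxin mice on one side of both vehicle mice. The design set the rule on sides for summed UMIs, and mean CPM was used instead. The 5 highest and 5 lowest changes were named per compartment and the 2 highest and 2 lowest per type, and where none passed, the 3 genes with the smallest p. Other genes named in the text, such as Cryab, Fap, Ndrg1, Egln1, Acta2 and Myh11, were chosen after their values were seen. Gzmc, Ifitm1, Mcpt4, Skint3, Gm5483 and Gm42418 belong to families with near-identical copies or overlap other transcripts, so their UMIs are uncertain where the counting could split reads. A further 14 genes were fixed for every compartment, among them Trp53, Hif1a, Vegfa, Atp1b1, Atp1b2, Atp1b3 and 4 sex-linked genes, and the rest of the 14 are not reported here.

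Scrublet, run per mouse with scanpy 1.11.5 and an expected doublet share of 0.06, marked 1381 of 31611 cells (4.37%), and these cells were kept in the main results. It marked 5.49% to 8.50% of malignant cells but 0.332% to 0.956% of non-malignant cells per mouse. Among malignant cells it marked 8.50% and 7.37% in vehicle replicates 1 and 2, and 5.49% and 5.56% in digoxin replicates 1 and 2. The score threshold, set per mouse, was 0.178, 0.211, 0.225 and 0.225 in that order. Alternatives were edgeR 4.0.16, DESeq2 1.42.0 and limma-voom on the recovered UMIs, other scalings, other filters on genes and cells, equal cell numbers, a pseudocount of 5, a replicate block and the removal of each mouse in turn.

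The tests were checked on simulated counts with 200 genes changed, drawn from the means, library sizes and dispersions of each population but not from single cells. The changed genes were taken from those with at least 20 CPM, so the shares called do not cover lower genes. The simulated limma test used CPM of summed UMIs, not the mean CPM over cells. It therefore cannot show how the main limma test compares with edgeR. With 2-fold changes, limma called 96.5% of the changed genes among 17138 genes in malignant cells, and 4.93% of its calls were false. In non-malignant cells it called 83.5% among 14879 genes, with 11.6% of calls false, above the nominal 5%. In the Epithelial type it called 57.5% among 10272 genes, with 11.5% false. In the NK type it called 85.5% among 9147 genes, with 9.04% false. In the Fibroblast type it called 0 of the 200 genes at 2-fold and 93.0% at 4-fold, among 9292 genes. R 4.3.3 and Python 3.11.15 were used.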

Results

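Tumor cells and host cells of mouse sarcomas were compared between hosts given vehicle and hosts given digoxin at 2 mg/kg every 24 h, with tumors taken after 4 doses. Each group held 2 mice. The malignant table held 4507 and 6269 cells in vehicle replicates 1 and 2, and 4211 and 3976 cells in digoxin replicates 1 and 2. These cells carried 306950639, 350781642, 279846056 and 255961531 UMIs in that order. The non-malignant table held 3033, 3014, 3344 and 3257 cells, with 55210976, 52417178, 59583805 and 59626065 UMIs. Median depth was 46799 to 57658 UMIs per malignant cell and 15837 to 16671 UMIs per non-malignant cell. The genotype was first checked through Trp53, for which the tumor model carries conditional alleles. Its mean CPM in malignant cells was 7.47 ± 0.338 (SD, n = 2) with vehicle and 6.59 ± 0.0435 (SD, n = 2) with digoxin. In non-malignant cells it was 69.6 ± 8.31 (SD, n = 2) with vehicle and 70.3 ± 0.768 (SD, n = 2) with digoxin.

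To ask whether digoxin changed the makeup of the tumors, shares of cells were compared. Malignant cells made up 63.7% ± 5.49 of all cells (SD, n = 2) with vehicle and 55.4% ± 0.543 (SD, n = 2) with digoxin. Both digoxin mice lay below both vehicle mice, and the exact permutation p was 0.333, the smallest that this design allows. Leaving out single mice moved the difference most, from -8.30 to between -12.2 and -4.42 percentage points. Macrophages made up 80.6% ± 1.25 of the non-malignant cells (SD, n = 2) with vehicle and 83.2% ± 1.40 (SD, n = 2) with digoxin, with an exact permutation p of 0.333. Neutrophils rested on 11 and 5 cells with vehicle and 34 and 23 cells with digoxin. Their share was 0.264% ± 0.139 (SD, n = 2) with vehicle and 0.861% ± 0.220 (SD, n = 2) with digoxin, with an exact permutation p of 0.333. The edgeR test on cell numbers gave an adjusted p of 0.342 for neutrophils, at a log2 difference of 1.69, and 0.348 with a replicate block. Dendritic cells made up 0.645% ± 0.0730 (SD, n = 2) with vehicle and 0.363% ± 0.0789 (SD, n = 2) with digoxin, with an exact permutation p of 0.333. In the remaining types the groups overlapped. NK cells made up 3.52% ± 1.74 with vehicle and 4.41% ± 0.111 with digoxin, and T cells 4.84% ± 1.69 and 4.33% ± 0.434. Cells named Epithelial made up 2.94% ± 0.434 and 2.56% ± 0.112, Fibroblast cells 1.80% ± 1.09 and 1.43% ± 0.112, and Microglia 1.54% ± 0.391 and 1.34% ± 0.553. Osteoclasts made up 2.98% ± 2.91 and 1.26% ± 0.212, where vehicle replicate 2 alone held 152 of the cells. B cells made up 0.363% ± 0.326 and 0.288% ± 0.0161. Cells named Unknown were found in vehicle replicate 2 only, where 30 were counted. The counts of 0 in the other mice allow shares of up to 0.0989% in vehicle replicate 1, 0.0897% in digoxin replicate 1 and 0.0921% in digoxin replicate 2. By edgeR 0 types differed in cell number at an adjusted p of 0.05, and 1 type, Neutrophil, had an unadjusted p under 0.05.

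**Figure D1:**
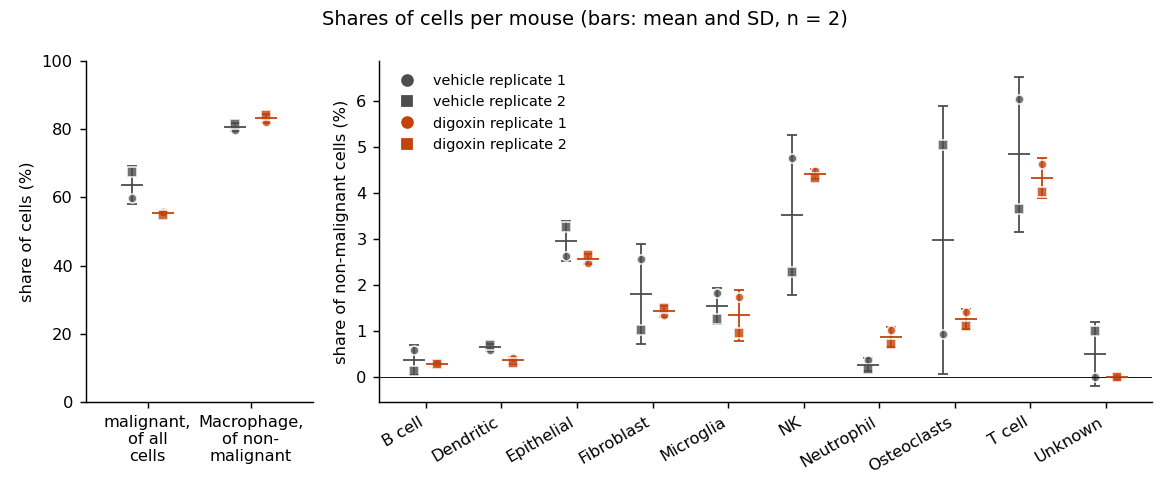
Shares of cells per mouse in percent, with malignant cells over all cells and the deposited types over non-malignant cells. Points are mice and bars are the mean and SD of 2 mice, and both digoxin mice lie below both vehicle mice for malignant cells, at a mean of 55.4% against 63.7%.

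In malignant cells, limma called 0 of 17138 genes, and 585 genes had an unadjusted p under 0.05. On the recovered UMIs edgeR called 0 genes, limma-voom called 0 genes and DESeq2 called 44 genes, of which 14 were higher and 30 lower with digoxin. Leaving out vehicle replicate 1 moved the limma count most, to 15, and leaving out vehicle replicate 2 gave 2. The 3 genes with the smallest p were Vsig4, Cd163 and Gm5483. Vsig4 had a mean CPM of 0.879 ± 0.0872 (SD, n = 2) with vehicle and 0.135 ± 0.0234 (SD, n = 2) with digoxin, a log2 difference of -0.73 (SE 0.0569, limma adjusted p 0.415). Cd163 had a mean CPM of 2.15 ± 0.366 (SD, n = 2) with vehicle and 0.407 ± 0.0483 (SD, n = 2) with digoxin, a log2 difference of -1.16 (SE 0.101, limma adjusted p 0.415). Both genes were lower in both digoxin mice than in both vehicle mice. Without cells marked as doublets the log2 differences were -0.26 for Vsig4 and -0.49 for Cd163, at mean CPM below 1 in every mouse, where this scale shrinks differences, and the ratio of vehicle to digoxin was 4.21 and 5.14. Both are far more abundant in the Macrophage type, where Cd163 had a mean CPM of 46.9 and 59.2 in the vehicle mice and 28.8 and 24.4 in the digoxin mice. The log2 difference in macrophages was -0.97 for Cd163 (limma adjusted p 0.985) and -1.07 for Vsig4 (limma adjusted p 1), each lower in both digoxin mice. Gm5483 was higher in both digoxin mice but stayed below a mean CPM of 1 in every mouse (log2 difference 0.43, limma adjusted p 1). Of the 10 fixed genes reported here, 0 passed the threshold over all genes or adjusted over the list alone. Hif1a had a mean CPM of 119 ± 1.67 (SD, n = 2) with vehicle and 120 ± 4.15 (SD, n = 2) with digoxin, and Vegfa was at 116 ± 0.0484 and 109 ± 9.55. Atp1b3 was at 71.4 ± 1.14 and 75.2 ± 1.96, Atp1b1 at 7.26 ± 2.45 and 6.91 ± 0.115, and Atp1b2 at 0.237 ± 0.0311 and 0.251 ± 0.0273.

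In all non-malignant cells, limma called 0 of 14879 genes, and 581 genes had an unadjusted p under 0.05. On the recovered UMIs edgeR called 0 genes, limma-voom called 0 genes and DESeq2 called 30 genes, 23 higher and 7 lower with digoxin. Without vehicle replicate 1 limma called 69 genes, and without vehicle replicate 2 it called 4. Mmp19 had a mean CPM of 40.9 ± 5.73 (SD, n = 2) with vehicle and 94.0 ± 1.40 (SD, n = 2) with digoxin, a log2 difference of 1.19 (SE 0.123, limma adjusted p 0.889). Pf4 had a mean CPM of 702 ± 29.1 (SD, n = 2) with vehicle and 1198 ± 12.3 (SD, n = 2) with digoxin, a log2 difference of 0.77 (SE 0.0862, limma adjusted p 0.889). Cyp11a1 had a mean CPM of 0.0472 ± 0.0400 (SD, n = 2) with vehicle and 1.92 ± 0.560 (SD, n = 2) with digoxin, a log2 difference of 1.47 (limma adjusted p 0.889). Each of these 3 genes was higher in both digoxin mice than in both vehicle mice. For Cyp11a1 the log2 difference in the Epithelial type was 5.67, and 0 without its cells with mast cell markers, described below. A few mast cells therefore stay open as the source of its difference here. Of the 10 fixed genes reported here, 0 passed the threshold over all genes or adjusted over the list alone. Atp1b3 was at 219.9 ± 27.1 with vehicle and 264 ± 7.76 with digoxin, Hif1a at 229.5 ± 44.8 and 265 ± 25.1, and Vegfa at 85.4 ± 43.9 and 120.1 ± 18.7. Atp1b1 was at 14.6 ± 3.52 and 14.5 ± 6.38, and Atp1b2 had group means below 1.

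Sex-linked genes differed between the 2 vehicle hosts. Xist, which is transcribed from the inactive X chromosome of females, had a mean CPM of 722 in non-malignant cells of vehicle replicate 1, 6.09 in vehicle replicate 2 with its Unknown cells included, 817 in digoxin replicate 1 and 788 in digoxin replicate 2. The Y-linked gene Ddx3y had a mean CPM of 1.77, 86.0, 1.72 and 2.14 in the same order. Eif2s3y was at 0.969, 57.2, 0.495 and 1.05, and Uty at 0.109, 17.4, 0.137 and 0.227. Malignant cells carried Ddx3y in all 4 mice, at 48.1, 49.1, 49.3 and 43.1. This pattern varied within the vehicle group, while both digoxin hosts carried Xist. A difference between digoxin and vehicle in host cells can therefore be in part a difference between hosts with and without Xist. Without vehicle replicate 1 the pattern and the treatment cannot be separated in host cells. A fit without vehicle replicate 2 is the only one in which all hosts have the same pattern of these genes. That fit called 2 genes in malignant cells and 4 in non-malignant cells.

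**Figure D2:**
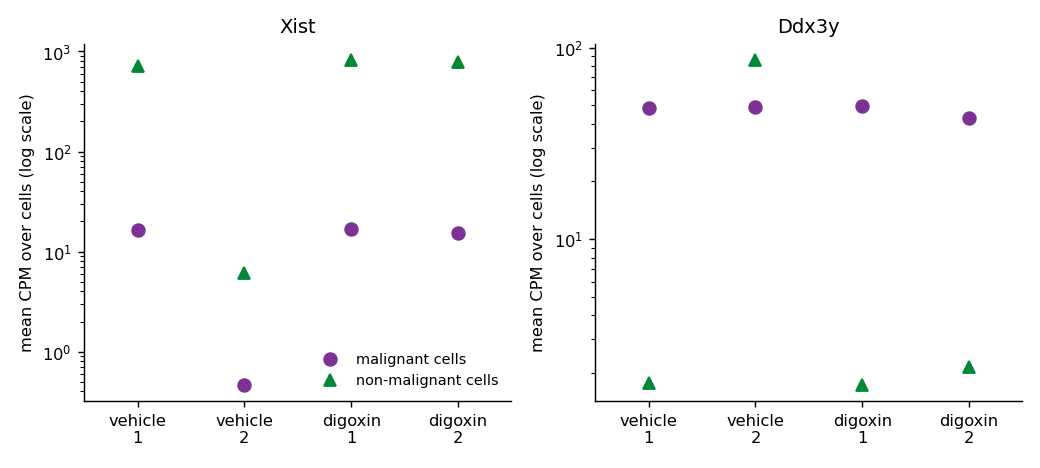
Mean CPM of Xist and Ddx3y over the malignant cells and over the non-malignant cells of each mouse, on log axes. In vehicle replicate 2 non-malignant cells had Xist at 6.09 and Ddx3y at 86.0, against at least 722 and at most 2.14 in the other mice.

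To separate changes within cell types from changes in their mixture, 7 deposited types were tested. In macrophages limma called 0 of 13734 genes, with 555 at an unadjusted p under 0.05, while edgeR called 0 and DESeq2 called 20. The limma count was 138 without vehicle replicate 1. Mmp19 in macrophages had a mean CPM of 46.9 ± 7.41 (SD, n = 2) with vehicle and 109.7 ± 0.307 (SD, n = 2) with digoxin, higher in both digoxin mice at a log2 difference of 1.22 (limma adjusted p 0.737). Fam167b was at 26.2 ± 0.220 and 12.6 ± 0.609, lower in both digoxin mice at a log2 difference of -1.0 (limma adjusted p 0.737). Skint3 had no UMI in macrophages of either vehicle mouse and 83 and 41 UMIs in those of the digoxin mice (limma adjusted p 0.737). The macrophage sub-clusters M1, M2 and Highly proliferative M2 gave 0 genes each by limma and by edgeR. Without vehicle replicate 1 limma called 210, 51 and 267 genes in them. Unadjusted p was under 0.05 for 942, 286 and 451 genes, and DESeq2 called 36, 9 and 13 genes.

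In T cells limma, edgeR and DESeq2 each called 0 of 8930 genes, with 382 at an unadjusted p under 0.05 by limma. The smallest p values were those of Hmgb2, Mki67 and Tmem176a, each lower in both digoxin mice, at log2 differences of -0.65, -0.83 and -0.99 (limma adjusted p 0.596). Without vehicle replicate 1 limma called 198 genes, and without vehicle replicate 2 it called 83. Mki67 fell from a mean CPM of 270.4 ± 16.5 (SD, n = 2) to 152 ± 11.6 (SD, n = 2), Hmgb2 from 1069 ± 39.5 to 680.3 ± 64.5, and Tmem176a from 127 ± 4.28 to 63.3 ± 5.21. In fibroblasts limma and edgeR called 0 of 9292 genes, with 276 at an unadjusted p under 0.05 by limma, and DESeq2 called 1. Cd14, Ndnf and Il1b had the smallest p, each higher in both digoxin mice, at log2 differences of 2.01, 2.22 and 3.11 (limma adjusted p 0.999). Without vehicle replicate 1 limma called 414 genes, and without vehicle replicate 2 it called 30. In the Microglia type limma and edgeR called 0 of 5818 genes, with 278 at an unadjusted p under 0.05 by limma, and DESeq2 called 1. Hmox1, Apoe and Gm42418 had the smallest p there, each higher in both digoxin mice, at log2 differences of 3.83, 3.17 and 0.81 (limma adjusted p 0.1). Limma called 87 genes without vehicle replicate 1 and without each of the other mice 13 to 23. In osteoclasts limma called 1 of 7803 genes, Txnip, at a mean CPM of 162 ± 28.8 (SD, n = 2) with vehicle and 42.4 ± 1.90 (SD, n = 2) with digoxin. Its log2 difference was -1.90 (SE 0.187, limma adjusted p 0.011), with both digoxin mice below both vehicle mice. By edgeR 0 genes were called and by DESeq2 6, and limma called 0 without vehicle replicate 2 or without digoxin replicate 2.

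In NK cells limma called 7 of 9147 genes, 5 higher and 2 lower with digoxin, edgeR called 17 and DESeq2 called 7. The other 3 genes called by limma were Cxcl2, Cxcl3 and Cd14. In mean CPM, both digoxin mice lay on one side of both vehicle mice for all 4 genes with values given here. Il1b had a mean CPM of 8.66 ± 2.30 (SD, n = 2) with vehicle and 78.0 ± 32.3 (SD, n = 2) with digoxin, a log2 difference of 2.99 (SE 0.307, limma adjusted p 0.000544). Thbs1 had a mean CPM of 7.03 ± 1.36 (SD, n = 2) with vehicle and 50.9 ± 11.3 (SD, n = 2) with digoxin, a log2 difference of 2.68 (SE 0.295, limma adjusted p 0.000913). Gzmc had a mean CPM of 1694 ± 105 (SD, n = 2) with vehicle and 1025 ± 96.0 (SD, n = 2) with digoxin, a log2 difference of -0.73 (SE 0.0861, limma adjusted p 0.0018). Ifitm1 had a mean CPM of 785 ± 11.3 (SD, n = 2) with vehicle and 439 ± 123 (SD, n = 2) with digoxin, a log2 difference of -0.87 (SE 0.142, limma adjusted p 0.0411). The 17 genes called by edgeR were all higher with digoxin, so Gzmc and Ifitm1 were not among them. On summed UMIs edgeR gave smaller log2 differences for these 2 genes, -0.39 for Gzmc and -0.43 for Ifitm1 (edgeR adjusted p 0.83). As shares of summed UMIs the groups overlapped for both, with digoxin replicate 2 above vehicle replicate 2. Gzmc held 5176 of 2115777 UMIs in digoxin replicate 2 and 2058 of 960303 in vehicle replicate 2. Ifitm1 held 2042 and 835 of the same totals. Without vehicle replicate 1 limma called 107 genes, and without each of the other mice 12 to 52. Without the cells marked as doublets, limma called 0 genes. The genes higher with digoxin are abundant in macrophages, where Il1b had a mean CPM of 1280 to 1747 per mouse, and 23.2% of the NK cells carried at least 3 of 7 macrophage markers. T cells carried them in 22.3% of cells, at a median depth of 7244 to 8231.5 UMIs per mouse against 10992 to 12449 in NK cells. Ccr2, among the 7 markers, was found in 89.3% of NK cells and 55.1% of T cells. Its mean CPM was 330 in NK cells and 388 in macrophages. T cells are therefore no negative control, and these shares do not measure macrophage RNA alone.

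In the type named Epithelial, limma called 48 of 10272 genes, 46 higher and 2 lower with digoxin, while edgeR called 0, with 436 genes at an unadjusted p under 0.05, and DESeq2 called 15. Without vehicle replicate 1 limma called 344 genes and 240 without vehicle replicate 2, and it called 16 and 12 without digoxin replicates 1 and 2. Mcpt4 had a mean CPM of 22.9 ± 32.5 (SD, n = 2) with vehicle and 1388 ± 84.3 (SD, n = 2) with digoxin, a log2 difference of 7.66 (SE 1.22, limma adjusted p 0.0281). Cpa3 had a mean CPM of 8.38 ± 11.9 (SD, n = 2) with vehicle and 834 ± 105 (SD, n = 2) with digoxin, a log2 difference of 7.62 (SE 0.927, limma adjusted p 0.00508). Kcnj8 had a mean CPM of 126 ± 3.78 (SD, n = 2) with vehicle and 46.6 ± 18.7 (SD, n = 2) with digoxin, a log2 difference of -1.48 (SE 0.246, limma adjusted p 0.033). Angptl4 had a mean CPM of 105 ± 15.3 (SD, n = 2) with vehicle and 51.4 ± 4.44 (SD, n = 2) with digoxin, a log2 difference of -1.01 (SE 0.185, limma adjusted p 0.0484). For these 4 genes both digoxin mice lay on one side of both vehicle mice in mean CPM. On summed UMIs edgeR gave smaller log2 differences. They were 5.25 for Mcpt4, 5.96 for Cpa3, -0.72 for Kcnj8 and -0.59 for Angptl4 (edgeR adjusted p 0.216 to 0.998). As a share of summed UMIs the groups overlapped for Kcnj8. It held 152 of 2296140 UMIs in digoxin replicate 2 and 148 of 2672569 in vehicle replicate 1. At least 3 of 4 mast cell markers were carried by 0 of 80 and 1 of 98 cells of the vehicle mice, and by 5 of 83 and 6 of 86 cells of the digoxin mice. The count of 0 allows a share of up to 3.75%. In T cells 0 of 579 cells carried these markers, at a median depth of 7244 to 8231.5 UMIs against 17484 to 21101 in the Epithelial type. Without these 12 cells limma called 0 genes. Endothelial genes marked the type, with Cdh5 at a mean CPM of 888 and Pecam1 at 841, while Epcam was at 0.122.

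**Figure D3:**
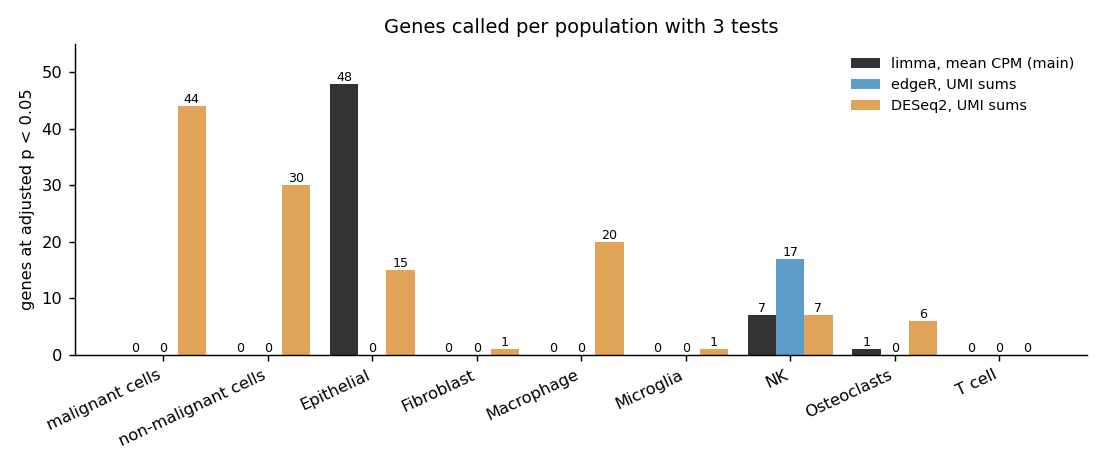
Number of genes at an adjusted p under 0.05 in each population with limma on mean CPM, edgeR on summed UMIs and DESeq2 on summed UMIs. The tests differ most in malignant cells, with 0, 0 and 44 genes, and in the Epithelial type, with 48, 0 and 15 genes.

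**Figure D4:**
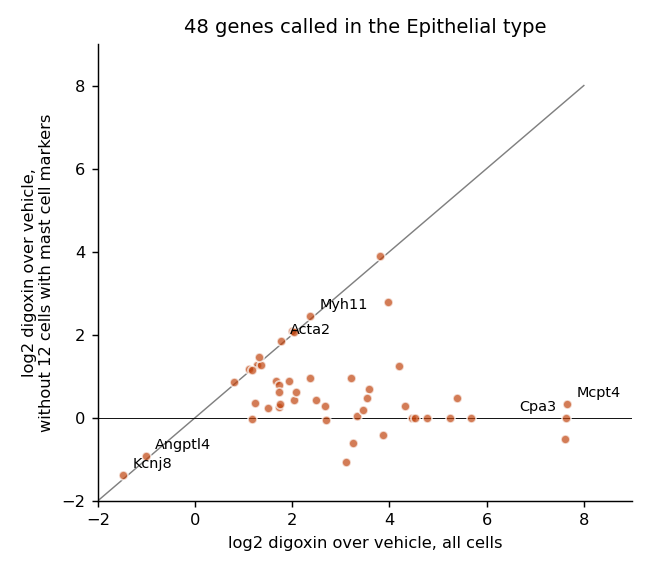
Log2 difference between digoxin and vehicle for the 48 genes called in the Epithelial type, over all cells (horizontal axis) and without the 12 cells that carried mast cell markers (vertical axis), with the diagonal marking equal values. Without those cells 33 genes kept less than 50% of their difference, and 15 genes kept at least 50%.

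A gene called in one compartment only is not shown to respond differently in the other, so the difference was tested. For 0 of 14445 genes did the digoxin effect differ between malignant and non-malignant cells by limma, with 576 at an unadjusted p under 0.05. The count was also 0 by edgeR and by limma-voom. Mmp19 had the smallest p, with a log2 effect of 0.01 in malignant and 1.19 in non-malignant cells (limma adjusted p 0.683).

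Of the 13 gene lists, fry placed 0 past the threshold in malignant cells and 0 in non-malignant cells. With fry on voom values, the smallest adjusted p in malignant cells was 0.714, for matrix. In non-malignant cells it was 0.935 for every list. Camera with its preset correlation called 9 lists in malignant and 6 in non-malignant cells, of which 0 held under fry or under camera with an estimated correlation. In malignant cells the matrix list had the smallest p, with a median log2 difference of -0.25 over 36 genes, 6 of them higher with digoxin (fry adjusted p 0.598). Median differences in malignant cells were 0.16 for cholesterol synthesis, 0.16 for G2/M phase, 0.14 for S phase, 0.13 for heat shock, -0.10 for hypoxia and -0.17 for the dissociation response. They were 0.04 for NF-kB, 0.03 for oxidative phosphorylation, 0.03 for the integrated stress response, 0.02 for ribosomal proteins, 0.01 for p53 targets and -0.05 for interferon (fry adjusted p 0.869 for every list but matrix). In non-malignant cells the medians were 0.25 for NF-kB, 0.16 for S phase, 0.13 for heat shock, 0.11 for hypoxia, 0.10 for the integrated stress response and -0.13 for matrix. They were 0.04 for interferon, 0.03 for cholesterol synthesis, 0.02 for G2/M phase, -0.03 for oxidative phosphorylation, -0.03 for p53 targets, -0.05 for ribosomal proteins and -0.11 for the dissociation response (fry adjusted p 0.995 for every list).

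Adjusted over the list alone, 4 genes of these lists passed the threshold, and 0 passed it over all genes tested. Cryab of the heat shock list was higher with digoxin in malignant cells, at a mean CPM of 76.2 ± 1.81 (SD, n = 2) against 103 ± 3.99 (SD, n = 2), a log2 difference of 0.42 (limma adjusted p over the list 0.0238). Fap of the matrix list was lower in malignant cells, at 21.3 ± 0.368 (SD, n = 2) with vehicle and 14.5 ± 0.20 (SD, n = 2) with digoxin, a log2 difference of -0.53 (limma adjusted p over the list 0.0355). Ndrg1 and Egln1 of the hypoxia list were higher in non-malignant cells, at 43.4 ± 1.77 and 32.5 ± 4.11 with vehicle and 62.8 ± 1.08 and 53.4 ± 4.80 with digoxin, at log2 differences of 0.52 and 0.70 (limma adjusted p over the list 0.0462). For each of the 4 genes both digoxin mice lay on one side of both vehicle mice.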

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

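The tests of doublets and of shared barcodes in this part were set out before their results were seen, and the test of sex-linked genes was chosen afterwards. Cells named Unknown in the deposited annotation were part of the non-malignant cells but had no comparison of their own, and a signal in them drew attention. They were 30 cells of vehicle replicate 2, and none came from the other mice. They carried 944 Xist UMIs, and 30 of the 30 cells had at least 1, while the other 2984 non-malignant cells of that mouse carried 7 Xist UMIs together. They held 8 UMIs of 4 Y-linked genes, which is 4.69 CPM against 165.9 CPM over the summed UMIs of the other non-malignant cells of the mouse. This argues against malignant or host cells of the same mouse as their source, since both carried Y-linked RNA. Doublets of cells of this mouse would carry Y-linked RNA too. Scrublet marked 0 of the 30 cells, which decides nothing on doublets, since it marked 0.332% of the non-malignant cells of this mouse. Barcodes carried over from another library of this series are argued against. Of the 30 barcodes 0 were cells of another of these libraries, against 0.659% for the other cells of the mouse. Carry-over from a library outside the series was not tested. Their median depth was 54784 UMIs, close to that of malignant cells, and Cdkn2a was at a mean CPM of 796 and the muscle gene Myod1 at 110.0. Cells of a second, female tumor or animal that entered this sample are a candidate explanation for the 30 Xist-positive cells, which no value here tests directly. The design names no group to which such cells belong, so no biological explanation was tested.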

How the results depend on the processing

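The design named edgeR on summed UMIs for counts, edgeR for the interaction and fry on voom values. Their use as alternatives on recovered UMIs was set after the data were seen. EdgeR with a block, median-of-ratios scaling of single populations and the removal of mast cell or macrophage marker cells were chosen after the data were seen. The other alternatives were chosen before. The choice of test changed several counts. DESeq2 called 44 genes in malignant cells, 30 in non-malignant cells, 20 in macrophages, 15 in the Epithelial type, 6 in osteoclasts, 1 in fibroblasts and 1 in the Microglia type, where limma called 0, 0, 0, 48, 1, 0 and 0. With edgeR, under either scaling, 0 genes were called in the Epithelial type, 17 in NK cells and 0 in osteoclasts, where limma called 48, 7 and 1. The cause was not tested. In malignant and non-malignant cells the count stayed at 0 with edgeR, limma-voom, other scalings, other gene filters, a pseudocount of 5, equal cell numbers, the doublet filter and the mitochondrial filter.

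Without a filter on low counts 6 genes were called in the Epithelial type, for a reason that was not tested. Without cells with mast cell markers the count there was 0. In NK cells it was 0 without Scrublet doublets and 1 without cells with macrophage markers. Camera with its preset correlation called 9 lists in malignant and 6 in non-malignant cells, against 0 and 0 by fry.

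Nothing in the labels pairs the mice, which share only a number, and the deviations of same-numbered mice had a correlation across genes of -0.363 in malignant cells and 0.0124 in non-malignant cells. With the replicate number as a block, limma called 0 genes in malignant cells, 2 in non-malignant cells, 85 in the Epithelial type, 57 in T cells, 23 in NK cells and 3 in osteoclasts.

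Leaving out each mouse in turn leaves a lone mouse in 1 group, assumed to vary like the other group. The counts then ranged from 0 to 15 in malignant cells, 0 to 69 in non-malignant cells, 0 to 138 in macrophages, 0 to 198 in T cells, 12 to 107 in NK cells, 12 to 344 in the Epithelial type, 0 to 414 in fibroblasts, 13 to 87 in the Microglia type and 0 to 5 in osteoclasts, which for most populations is further than the choice of test moved them. In the macrophage sub-clusters they ranged from 0 to 210 in M1, 0 to 51 in M2 and 0 to 267 in Highly proliferative M2. The highest count came without vehicle replicate 1 in each of these except osteoclasts, which leaves the host with Y-linked RNA as the lone vehicle mouse. In host cells the treatment then cannot be separated from the pattern of sex-linked genes. The gene lists passing by fry stayed at 0 in each of these fits. The differences in the shares of B cells, fibroblasts, NK cells, T cells, osteoclasts and the Microglia type, whose groups overlap, changed sign when single mice were left out. Among counts, lists and shares, 103 values under the other alternatives stayed on their side, 15 became stronger, 9 became weaker and 4 moved. For single genes and lists the numbers were 200 on the same side, 15 stronger and 40 weaker.

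With all cells as the denominator, the difference in share between digoxin and vehicle was 7.87 points for macrophages, 0.284 for neutrophils, -0.0707 for dendritic cells and 0.0855 for the Epithelial type, against 2.56, 0.597, -0.282 and -0.383 over non-malignant cells, so that the sign changed for the Epithelial type. The change follows from the lower share of malignant cells. For the Unknown cells the difference ranged from -0.995 to 0 points when single mice were left out. The share of malignant cells differed by -12.2 to -4.42 points when single mice were left out.

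Depth differed widely between types, with 312070 to 684897 UMIs per mouse in the Microglia type against 41251296 to 50435897 in macrophages. In simulated counts limma called 22.0% of genes with 2-fold changes among 5818 genes in the Microglia type, and 95.5% among 13734 in macrophages. The simulated changes were again in genes with at least 20 CPM.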

Other observations

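The tests that removed marker cells or as many random cells, the count of mast cell effects lost, and the tests across macrophage genes were set out before their results were seen. The tests of sex-linked genes, of endothelial markers, of Scrublet doublets in the Epithelial and NK types and for Vsig4, Cd163 and Xist, of the 15 effects kept in the Epithelial type and of the size of the NK effects were chosen afterwards. The removals of mast cell and macrophage marker cells were themselves added after the calls were seen.

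In the Epithelial type the genes called with limma include mast cell genes. Without the 12 cells with mast cell markers 0 of the 48 genes were called. Random removal of as many cells per mouse left a median of 27 genes over 20 draws, with a lowest count of 13, so fewer cells alone cost calls but in these draws never all of them. The median fell by more than 1.5 times, which had been set beforehand as the mark of fewer cells as the cause, but 0 of the 20 draws came as low as the removal of marker cells. Of the 48 genes, 33 kept less than 50% of their log2 difference, with a median of 20.2% kept against 101% in the random removals. Mast cells grouped with the type are therefore a candidate explanation for these 33 genes. They are not the whole cause for the 15 genes that kept at least 50%, of which Stk17b kept 52.8% and BC018473 69.9%. Among the 15 were the smooth muscle genes Acta2 with a log2 difference of 1.76 before and 1.85 after, and Myh11 with 2.37 and 2.46. These were no longer past the threshold (limma adjusted p 0.0505 and 0.187), and a change in smooth muscle cells within the type was not tested. Others of the 15, such as Cd14, Cxcl3 and Thbs1, are abundant in macrophages and were also higher in NK cells and, not past the threshold, in T cells. Over 93 other genes that are abundant in macrophages and at least 10 times rarer in the Epithelial type, the median log2 difference there was 0.76, with 83 genes higher with digoxin. Free macrophage RNA therefore stays open for Cd14, Cxcl3 and Thbs1, as in NK cells, since this median lies below the value of 1 set beforehand and the list leaves out the called genes. Doublets that Scrublet marks are argued against as the whole cause, as 32 genes were called without cells marked by Scrublet. Over all non-malignant types, 2 cells with vehicle and 16 with digoxin carried the mast cell markers. Whether digoxin tumors hold more mast cells stays open, as these are few and came from 2 mice per group.

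The deposited names of some types go against their marker genes. In the Epithelial type 89.3% of cells carried at least 3 of 5 endothelial markers, and endothelial cells are a candidate source of that type. In NK cells, which should lack them, 0 of 504 cells carried these markers, at a median depth of 10992 to 12449 UMIs per mouse against 17484 to 21101. In the Microglia type Siglech was found in 182 of 182 cells, at a mean CPM of 2448, against 0.55% of macrophages, while Csf1r was at 9.83 and Tmem119 at 1.43. No biological explanation was tested for these names.

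In NK cells the genes higher with digoxin are abundant in macrophages, and technical explanations stay open for them. Over 104 other genes that are abundant in macrophages and at least 10 times rarer in NK cells, the median log2 difference in NK cells was 0.64, with 98 genes higher with digoxin. This lies between the values set beforehand for free macrophage RNA as a cause and against it. Without cells with macrophage markers 1 gene was called, against a median of 6.5 and a range of 1 to 16 over 20 random removals, of which 1 came as low. Ccr2 counts among these markers and 89.3% of NK cells carried it, so this removal is not specific to cells with macrophage RNA. Without Scrublet doublets 0 were called, against a median of 7 and a range of 5 to 11, with 0 of 20 draws as low, yet 6 of the 7 genes kept at least 50% of their difference, from 55.2% for Thbs1 to 92.0% for Gzmc, and Cd14 kept 42.4%. Fewer cells are thus argued against as the whole cause, less firmly for the marker cells. Of the 5 genes that rose, 3 kept at least 50% of their difference without cells with macrophage markers, namely Il1b with 113%, Cxcl2 with 59.1% and Cxcl3 with 53.6%. Cd14 kept 39.8% and Thbs1 35.6%, so macrophages among the NK cells stay open as a part of the cause. The lower Gzmc and Ifitm1 kept at least 121.6% of their difference, which argues against admixed macrophages as their source. A response of NK cells to digoxin cannot be told apart from RNA of other cells for the genes that rose.

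Vsig4 and Cd163 had the smallest p in malignant cells, and both are macrophage genes. Without the cells marked by Scrublet, Vsig4 kept 28.6% and Cd163 27.9% of the difference in mean CPM, because the level fell in both groups. The ratio of vehicle to digoxin went from 5.30 to 5.14 for Cd163 and from 6.50 to 4.21 for Vsig4, and the values without marked cells rest on 10 to 219 UMIs per mouse and gene. Over 29 other genes at least 50 times more abundant in macrophages than in malignant cells, the digoxin effect in malignant cells and that in macrophages had a Spearman correlation of 0.551. It was 0.0862 without the marked cells, and the median log2 difference of these genes in malignant cells went from -0.11, with 7 of 29 higher with digoxin, to 0.21, with 26 higher. These correlations are across genes of the same mice, and genes are not independent replicates. Doublets of malignant cells with macrophages are a candidate explanation for the relation across the 29 genes. For the lower Vsig4 and Cd163, doublets that Scrublet missed and free macrophage RNA cannot be told apart, since the ratios stayed above 1 without the marked cells. A response of malignant cells to digoxin stays open as untested.

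Xist was at 16.4, 16.9 and 15.3 CPM in malignant cells of the 3 hosts with Xist and at 0.462 in those of vehicle replicate 2. This goes with RNA of host cells as its source in the 3 hosts. In vehicle replicate 2 the level was above that of its macrophages, at 0.161, and was 0.487 without cells marked by Scrublet. RNA of macrophages thus does not account for it there, and its source in that mouse was not tested. In the 3 hosts with Xist, at most 38.5% of the level in malignant cells was kept without cells marked by Scrublet. Doublets with host cells are therefore a candidate source of much of the level in these 3 hosts. Free host RNA cannot be told apart from doublets that Scrublet missed for the rest. No biological explanation was tested.

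Host cells of vehicle replicate 2, the 30 unnamed cells apart, had almost no Xist and carried Y-linked RNA, which suggests a male host. RNA of male tumor cells is argued against as the cause, as Xist in its macrophages was at 0.161 CPM, against 635 or more in the other mice. Shallower cells are argued against, as the median depth of its macrophages was 97.2% of the mean of the others. Whether the sample is mislabelled cannot be told apart from a host of the other sex, since 0 samples have a label for sex. No biological explanation was tested, since the design names no group by sex. The effect of host sex within the vehicle group was not separated from other differences between the 2 vehicle mice. As both digoxin hosts carried Xist, it was not fully separated from the digoxin effect in host cells either.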
